# Oo-site: A dashboard to visualize gene expression during *Drosophila* oogenesis suggests meiotic entry is regulated post-transcriptionally

**DOI:** 10.1242/bio.059286

**Published:** 2022-05-17

**Authors:** Elliot T. Martin, Kahini Sarkar, Alicia McCarthy, Prashanth Rangan

**Keywords:** *Drosophila*, Dashboard, Gene expression, Germarium, Transcription, Translation

## Abstract

Determining how stem cell differentiation is controlled has important implications for understanding the etiology of degenerative disease and designing regenerative therapies. *In vivo* analyses of stem cell model systems have revealed regulatory paradigms for stem cell self-renewal and differentiation. The germarium of the female *Drosophila* gonad, which houses both germline and somatic stem cells, is one such model system. Bulk mRNA sequencing (RNA-seq), single-cell RNA-seq (scRNA-seq), and bulk translation efficiency (polysome-seq) of mRNAs are available for stem cells and their differentiating progeny within the *Drosophila* germarium. However, visualizing those data is hampered by the lack of a tool to spatially map gene expression and translational data in the germarium. Here, we have developed Oo-site (https://www.ranganlab.com/Oo-site), a tool for visualizing bulk RNA-seq, scRNA-seq, and translational efficiency data during different stages of germline differentiation, which makes these data accessible to non-bioinformaticians. Using this tool, we recapitulated previously reported expression patterns of developmentally regulated genes and discovered that meiotic genes, such as those that regulate the synaptonemal complex, are regulated at the level of translation.

## Abstract (precis)

**Summary:** We created a dashboard to visualize gene expression in the *Drosophila* germarium and discovered that meiotic entry is regulated at the level of translation.

## INTRODUCTION

The *Drosophila* ovary provides a powerful system to study stem cell differentiation *in vivo* (Bastock and St Johnston, 2008; Eliazer and Buszczak, 2011; Lehmann, 2012; Spradling et al., 2011). The *Drosophila* ovary consists of two main cell lineages, the germline, which ultimately gives rise to eggs, and the soma, which surrounds the germline and plays a supportive role in egg development (Eliazer and Buszczak, 2011; Roth, 2001; Schüpbach, 1987; Tu et al., 2021; Xie and Spradling, 2000). Each stage of *Drosophila* female germline stem cell (GSC) differentiation is observable and identifiable, allowing GSC development to be easily studied (Bastock and St Johnston, 2008; Lehmann, 2012; Xie and Spradling, 1998). Specifically, female *Drosophila* GSCs undergo an asymmetric division, giving rise to another GSC and a cystoblast (CB) (Fig. 1A) (Chen and McKearin, 2003b; McKearin and Ohlstein, 1995; Xie and Spradling, 1998). The GSC and CB are marked by a round structure called the spectrosome (Fig. 1A) (De Cuevas and Spradling, 1998; Zaccai and Lipshitz, 1996). The CB then undergoes four incomplete divisions resulting in 2-, 4-, 8-, and finally 16-cell cysts (CC), which are marked by an extended structure called the fusome (Fig. 1A) (Chen and McKearin, 2003a,b; De Cuevas and Spradling, 1998). In the 16-CC, one of the cyst cells is specified as the oocyte, while the other 15 cells become nurse cells, which provide proteins and mRNAs to support the development of the oocyte (Fig. 1A) (Bastock and St Johnston, 2008; Carpenter, 1975; Huynh and St Johnston, 2000, 2004; Navarro et al., 2001; Theurkauf et al., 1993). The 16-CC is encapsulated by somatic cells and buds off from the germarium, forming an egg chamber (Fig. 1A) (Bastock and St Johnston, 2008; Forbes et al., 1996; Xie and Spradling, 2000). In each chamber, the oocyte grows as the nurse cells synthesize and then deposit mRNAs and proteins into the oocyte, which eventually gives rise to a mature egg (Bastock and St Johnston, 2008; Huynh and St Johnston, 2000).

**Fig. 1.**
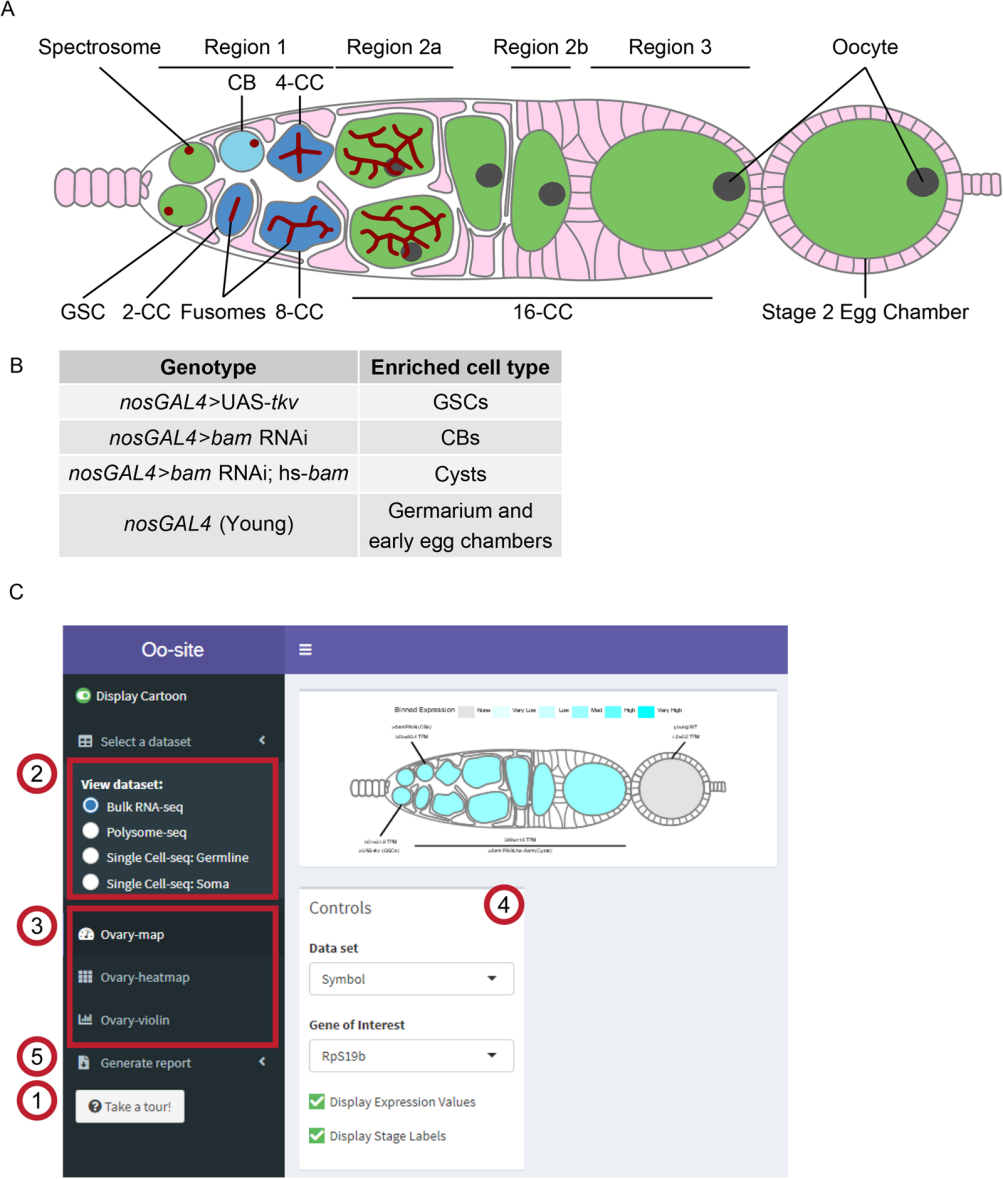
**Oo-site integrates and provides an interface for interacting with multi-omic data covering major stages of *Drosophila* GSC differentiation.** (A) Schematic illustrating developmental stages of germline development. (B) Summary of the samples used for bulk RNA-seq and polysome-seq and the cell types these samples are enriched for. (C) Screenshot of Oo-site dashboard, indicating: (1) ‘Take a Tour!’ function, which guides the user through the functionality and operation of Oo-site. (2) The available seq datasets, which the user can view, including RNA-seq of ovaries genetically enriched for developmental stages (bulk RNA-seq), polysome-seq of ovaries genetically enriched for developmental stages (Polysome-seq), single-cell seq of germline stages (Single-Cell seq: Germline), and single-cell seq of somatic stages in the germarium (Single-Cell seq: Soma). (3) The available visualizations, which the user can use, including viewing the expression of genes over development at the level of a single gene (Developmental Progression), viewing all significantly changing genes as heatmaps (Heatmap), and viewing groups of genes either derived from GO-term categories or supplied by the user (Gene Groups). (4) The control panel, which the user can use to control the current visualization, and (5) the Generate Report Function, which can be used to download a PDF report of either the current visualization or all active visualizations.

Expression of differentiation factors, including those that regulate translation, results in progressive differentiation of GSCs to an oocyte (Blatt et al., 2020; Slaidina and Lehmann, 2014). In the CB, Bag-of-marbles (Bam) expression promotes differentiation and the transition from CB to 8-CC stage (Chen and McKearin, 2003a; McKearin and Ohlstein, 1995; Ohlstein and McKearin, 1997). In the 8-CC, RNA-binding Fox protein 1 (Rbfox1) promotes exit from the mitotic cell cycle into meiosis (Carreira-Rosario et al., 2016). Both the differentiation factors Bam and Rbfox1 affect the translation of mRNAs to promote differentiation (Carreira-Rosario et al., 2016; Li et al., 2009; Tastan et al., 2010). In addition, in 8-CCs, recombination is initiated across many cyst cells and then eventually is restricted to the specified oocyte (Hinnant et al., 2020; Huynh and St Johnston, 2000). Neither the translational regulation of mRNAs that control this progressive differentiation nor the temporal regulation of recombination is fully understood (Cahoon and Hawley, 2016; Carreira-Rosario et al., 2016; Flora et al., 2018; Rubin et al., 2020; Slaidina and Lehmann, 2014; Tanneti et al., 2011; Wei et al., 2014).

Within the germarium, the germline is surrounded by and relies on distinct populations of somatic cells for signaling, structure, and organization (Roth, 2001; Schüpbach, 1987; Xie and Spradling, 2000, 1998). For example, the terminal filament, cap, and anterior-escort cells act as a somatic niche for the GSCs (Decotto and Spradling, 2005; Lin and Spradling, 1993; Wang and Page-McCaw, 2018; Xie and Spradling, 2000). Once GSCs divide to give rise to CBs, posterior escort cells guide CB differentiation by encapsulating the CB and the early-cyst stages (Kirilly et al., 2011; Shi et al., 2021; Upadhyay et al., 2016). Follicle stem cells (FSCs), which are present towards the posterior of the germarium, divide and differentiate to give rise to follicle cells (FCs), which surround the late-stage cysts that give rise to egg chambers (Margolis and Spradling, 1995; Nystul and Spradling, 2010; Rust et al., 2020). FSCs also give rise to stalk cells and polar cells, which connect the individual egg chambers that comprise the ovariole (Margolis and Spradling, 1995; Nystul and Spradling, 2010; Rust et al., 2020; Sahai-Hernandez et al., 2012).

While there is a wealth of mRNA sequencing (RNA-seq), single-cell RNA-seq (scRNA-seq), and translational efficiency data from polysome-seq experiments for the cells in the germarium, there are several hurdles for easy utilization of this data: (1) scRNA-seq has exquisite temporal resolution but it can miss some lowly expressed transcripts that are better captured by bulk RNA-seq (Lähnemann et al., 2020). However, there is no easy way to compare these two data sets. (2) While scRNA-seq provides mRNA levels, it does not indicate if these mRNAs are translated, especially in the germline where translation control plays an important role (Blatt et al., 2020; Slaidina and Lehmann, 2014). (3) Lastly, there is a barrier to the visualization of the data for those who are not experienced in bioinformatics.

Here, we have developed a tool that we call Oo-site that integrates bulk RNA-seq, scRNA-seq, and polysome-seq data to spatially visualize gene expression and translational efficiency in the germarium.

## RESULTS

To make bulk RNA-, scRNA-, and polysome-seq data accessible to the community, we have collated and reprocessed previously published sequencing datasets of ovaries enriched for GSCs, CBs, cysts, and egg chambers (Fig. 1B). 

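The CB enrichment genotype of Fig. 1B, *UAS-Dcr2;nosGAL4*>*bam* RNAi, expresses an RNAi construct against *bag of marbles* (*bam*) in the germline, and the paper uses it to enrich for CBs. Bulk RNA-seq of whole ovaries of this genotype was analysed here from 2 replicate libraries. The paper's text does not state whether these 2 libraries are among those behind its figures, so their values are given as measurements of the same genotype. The sample labels describe poly(A)-selected, strand-specific libraries from ovaries dissected 1 to 3 days after eclosion, with RNA fragmented for 13 min. The authors deposited, for each library, the number of reads counted on each of 17023 genes, listed by FlyBase identifier and without normalization. The paper maps its reads with STAR to dm6.01 and assigns them to features with STAR. Total counts were 12074934 in replicate 1 and 13348602 in replicate 2, so that the floor of 3 counts corresponds to 0.248 and 0.225 CPM. This floor covers counting error only, because PCR copies of one molecule are not separated. The Pearson correlation across genes of log2 CPM between the replicates was 0.986, and their counts differed by more than counting noise (chi-square per degree of freedom 21.6), so they are not one library listed under both numbers. They were counted as separate samples because the labels number them as replicates. TPM values were calculated from the counts with exon lengths from the Ensembl annotation, which covers 16647 of the 17023 identifiers. The other 376 carried 6.30% and 6.14% of the counts and were left out of the TPM values. The targeted gene, *bam*, had 35 and 25 counts, or 2.88 ± 0.969 TPM (SD, n = 2). Part of its exons, 224 bases, overlaps another gene, and no library without *bam* RNAi was analysed here. A second genotype with *bam* RNAi and *aramis* RNAi, which the paper does not report on, had 2 libraries with total counts of 11882367 and 12434452. The GSC, cyst and young-WT samples and the polysome-seq libraries were not analysed here.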

The genetically enriched samples of GSCs, CBs, and cysts contain a large excess of these cell types as their germline. However, these samples also contain somatic cells as well. 

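In >*bam* RNAi ovaries, mRNAs of somatic and of germline marker genes were both present. Of 15 listed markers of somatic ovary cells, 15 had a mean of at least 1 TPM over the 2 libraries. Their median was 27.3 ± 3.50 TPM (SD, n = 2), from 1.13 TPM for *en* to 307 TPM for *Fas3*. *traffic jam* (*tj*) had 238 and 262 TPM in replicates 1 and 2. At a threshold of 5 TPM, 12 of the 15 somatic markers remained. Of these 12, *bab1* and *Wnt6* had 4.20 and 4.37 TPM in replicate 2, below that threshold. With the longest transcript in place of all exons as gene length, 10 somatic markers reached 5 TPM. In replicate 2 alone 13 somatic markers reached 1 TPM, as *en* and *Lmx1a* had 0.919 and 0.971 TPM in that library. Of 13 listed germline markers, 13 reached 1 TPM and 13 reached 5 TPM, with a median of 103 ± 1.15 TPM (SD, n = 2), from 29.9 TPM for *cuff* to 174 TPM for *aub*. The ranges of the germline and somatic markers overlap, and TPM of marker genes does not give the number of somatic or germline cells.

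**Figure D1:**
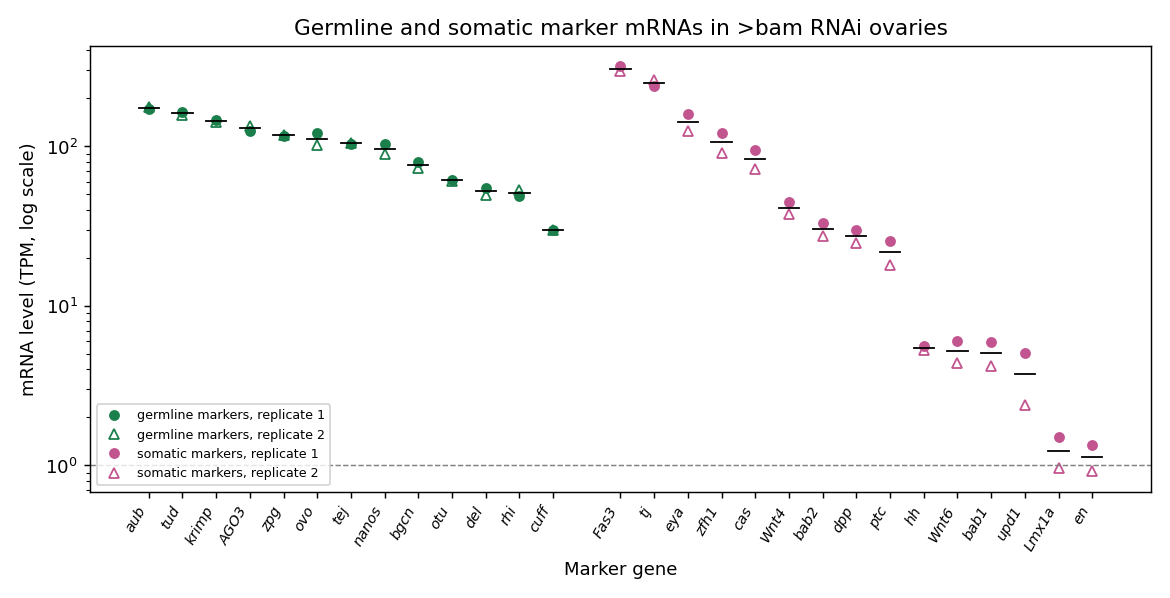
mRNA level (TPM, log axis) of 13 germline markers (green) and 15 somatic markers (pink) in >*bam* RNAi ovaries. Filled circles are replicate 1, open triangles are replicate 2, black lines are their means and the dashed line marks 1 TPM. Germline markers lie between 29.9 and 174 TPM on average, and somatic markers between 1.13 and 307 TPM.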

For the cyst enrichment, the number off cells within each cyst was not quantified and therefore the exact staging of those cyst stages is not fully known. Additionally, all early stages including the first few egg chambers can be obtained from the ovaries of young females of the driver control that we refer to as young-WT (see Materials and Methods). Notably, each genetically enriched sample had matched bulk RNA-seq and polysome-seq libraries prepared, allowing for simultaneous read-out of mRNA level and translation status (Fig. S1A). One limitation is that the enriched cyst stages do not resolve each distinct stage of cyst development, instead, these samples represent a mixture of cyst stages. Therefore, to supplement the enrichment data, we have integrated scRNA-seq data from Slaidina et al., which provides a more discrete temporal resolution of the cyst stages (Slaidina et al., 2021). We present these data as a tool called Oo-site (https://www.ranganlab.com/Oo-site), a collection of interactive visualizations that allows researchers to easily input a gene or collection of genes of interest to determine their expression pattern(s).

Oo-site consists of three modules: ovary-map, ovary-heatmap, and ovary-violin (Fig. 1C). Each module allows users to visualize expression from matched bulk RNA-seq and polysome-seq data of genetically enriched stages of early GSC differentiation as well as previously published scRNA-seq data (Slaidina et al., 2021). Additionally, we have integrated scRNA-seq expression data for genes that cluster in somatic cell populations that reside in the germarium (Slaidina et al., 2021), however, here we focus on the germline (Slaidina et al., 2021). Ovary-map allows users to visualize the expression of a single gene over the course of differentiation in the framework of a germarium schematic, which contextualizes staging for those less familiar with *Drosophila* oogenesis. Ovary-heatmap consists of a clustered, interactive heatmap of genes determined to be differentially expressed that allows users to explore expression trends across development (Fig. 1C; Fig. S1B–C′). Finally, ovary-violin allows users to visualize the expression of multiple genes over the course of differentiation (Fig. 1C). These groups of genes can be selected either by a GO-term of interest or a custom list of genes supplied by the user. The user can download a spreadsheet of gene expressions corresponding to the subset of selected or input genes. Finally, Oo-site incorporates a reporting tool that generates a downloadable report of the visualization(s) in a standardized format to facilitate their use for publication (Fig. 1C). Researchers can use these datasets to enhance hypothesis generation.

Using Oo-site, we first determined if the bulk RNA-seq data that was acquired by enriching for specific stages of germline development is representative of the gene expression patterns from purified cell types. We compared bulk RNA-seq data obtained by enriching for GSC and CB cell types without purification from somatic cells (Fig. 1C) to the GSC and CB data from Wilcockson and Ashe where they included a fluorescent-assisted cell sorting (FACS) step to eliminate somatic cells so that a pure population of these germline cells was sequenced (Wilcockson and Ashe, 2019). We analyzed the expression of genes that Wilcockson and Ashe identified as twofold or more down- or upregulated with a *P*-value <0.01. We found that in the enriched bulk RNA-seq data these genes followed similar trends as identified by Wilcockson and Ashe, indicating that despite the lack of FACS purification, enrichment of cell types reproduces meaningful mRNA expression changes over these stages (Fig. S2A,A′).

To determine if the bulk RNA-seq data recapitulates genuine changes in gene expression, we compared the expression of *ribosomal small subunit protein 19b* (*RpS19b*) in bulk RNA-seq to scRNA-seq data. Our bulk RNA-seq data, as well as the available scRNA-seq data indicated that *RpS19b* was highly expressed in GSCs, decreased during differentiation in the cyst stages and was greatly decreased in expression in early egg chambers, consistent with previous reports (Fig. 2A,B) (McCarthy et al., 2021; Sarkar et al., 2021 preprint). 

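Of the stages in Fig. 2A, the CB enrichment genotype was measured here, and the other stages were not analysed here. *RpS19b*, listed as FBgn0039129, lies on the minus strand of chromosome arm 3R from 23932729 to 23933530 in BDGP6 (dm6) coordinates. It has 666 bases of exon in 3 blocks and 2 annotated transcripts, and its exons overlap no other annotated gene. It had 662 and 875 counts in the 2 >*bam* RNAi libraries. These correspond to 197 and 225 TPM, a mean of 210.9 ± 19.5 TPM (SD, n = 2; standard error 13.8). Its TPM was higher than that of 95.6% ± 0.607 (SD, n = 2) of the 16647 genes with a length. Ranking by CPM, without division by gene length, moved this percentile most, to 80.4. Its paralog *RpS19a*, listed as FBgn0010412, was at 1788 ± 185 TPM (SD, n = 2). The paper's text does not name how reads that match both genes were assigned, so the split between these paralogs is uncertain. From *RpS19b* levels across its stages in bulk RNA-seq and scRNA-seq, together with *in situ* hybridization and RpS19b::GFP, the paper concludes that enrichment for germline stages captures expression changes in the germline.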

To further validate this expression pattern, we probed the expression of *RpS19b in vivo* using *in situ* hybridization as well as an RpS19b::GFP line that is under endogenous control elements (McCarthy et al., 2021). We found that *RpS19b* was present in the GSCs and diminishes in the cyst stages both at the mRNA and protein level (Fig. 2C–E′). Additionally, RpS19b::GFP expression resembled its mRNA expression indicating that its dynamic expression is achieved primarily through modulating the mRNA level of *RpS19b*, consistent with its moderate to high translational efficiency in early stages (Fig. 2C,D; Fig. S2B). Thus, enriching for specific germline stages captures changes to gene expression in the germline. However, we note that care should be taken in interpreting bulk RNA-seq results as the data may be influenced by the somatic cells present in the samples. However, simultaneous comparison with scRNA-seq can alleviate this problem.

**Fig. 2.**
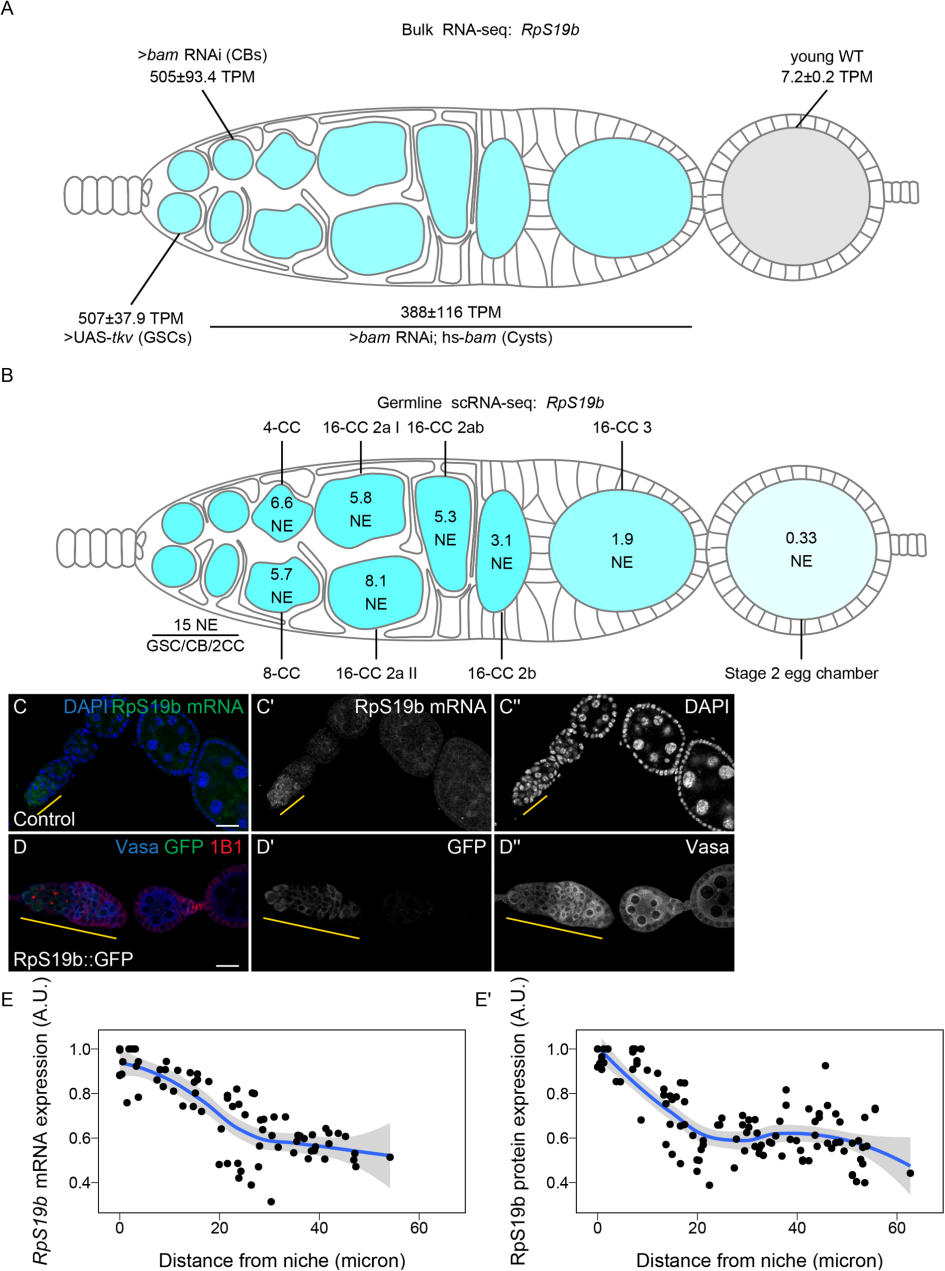
**Oo-site allows for visualization of dynamically regulated genes.** (A,B) Visualization of expression of *RpS19b* over germline development from (A) developmentally enriched stages and (B) single-cell seq data indicate that the mRNA level of *RpS19b* decreases starting in the cysts and is dramatically decreased in early egg chambers. Color indicates relative expression and values indicate the (A) mean TPM±standard error or (B) the normalized expression of *RpS19b* in each given stage. (C–C″) Confocal images of ovaries with *in situ* hybridization of *RpS19b* (green, middle greyscale) and stained for DAPI (blue, right greyscale) demonstrate that the mRNA level of *RpS19b* decreases starting in the cyst stages and are dramatically lower in early egg chambers consistent with the seq data. (D–D″) Confocal images of ovaries expressing RpS19b::GFP, visualizing (D′) GFP (green, middle greyscale), (D″) Vasa staining (blue, right greyscale), and 1B1 (red) demonstrate that the protein expression of RpS19b::GFP is consistent with its mRNA levels. (E,E′) Quantifications of normalized mean intensity of staining, X-axis represents the distance in microns from the niche, Y-axis represents mean intensity normalized to the maximum mean intensity per germarium of (E) *RpS19b* mRNA or (E′) RpS19b::GFP. The line represents fit using a loess regression, shaded area represents the standard error of the fit. (*n*=5 germaria).

To determine the groups of genes that change as the GSCs differentiate into an egg, we used gene ontology (GO)-term analysis to probe for pathways that change at the level of RNA using bulk RNA-seq data. We did not identify any significant GO-terms in genes that are differentially expressed between GSCs and CBs. We found that genes with lower expression in GSCs compared to differentiating cysts are enriched in the GO-term polytene chromosome puffing which is consistent with GO-terms identified in Wilcockson and Ashe for genes that are expressed at lower levels in GSCs than in differentiating cysts (Fig. 3A). We also identified the polytene chromosome puffing GO-term in genes downregulated in CBs compared to cysts. Additionally, we observed that several GO-terms involving peptidase activity were enriched in genes upregulated in GSCs and CBs compared to cysts (Fig. 3B). This is consistent with findings suggesting that peptidases can be actively regulated during differentiation and can influence stem cell fate (Han et al., 2015; Perišić Nanut et al., 2021; Tiaden et al., 2012). We found that two GO-terms related to glutathione transferase activity were enriched in genes downregulated in GSCs and CBs compared to ovaries from young-wild-type (young-WT) flies and in CBs compared to differentiating cysts, suggesting that metabolic processes may be altered during GSC differentiation. Additionally, comparison of CBs and differentiating cysts to young-WT, which contain early egg chambers, indicated that downregulated genes were enriched in GO-terms involving vitelline and eggshell coat proteins (Fig. 3A).

**Fig. 3.**
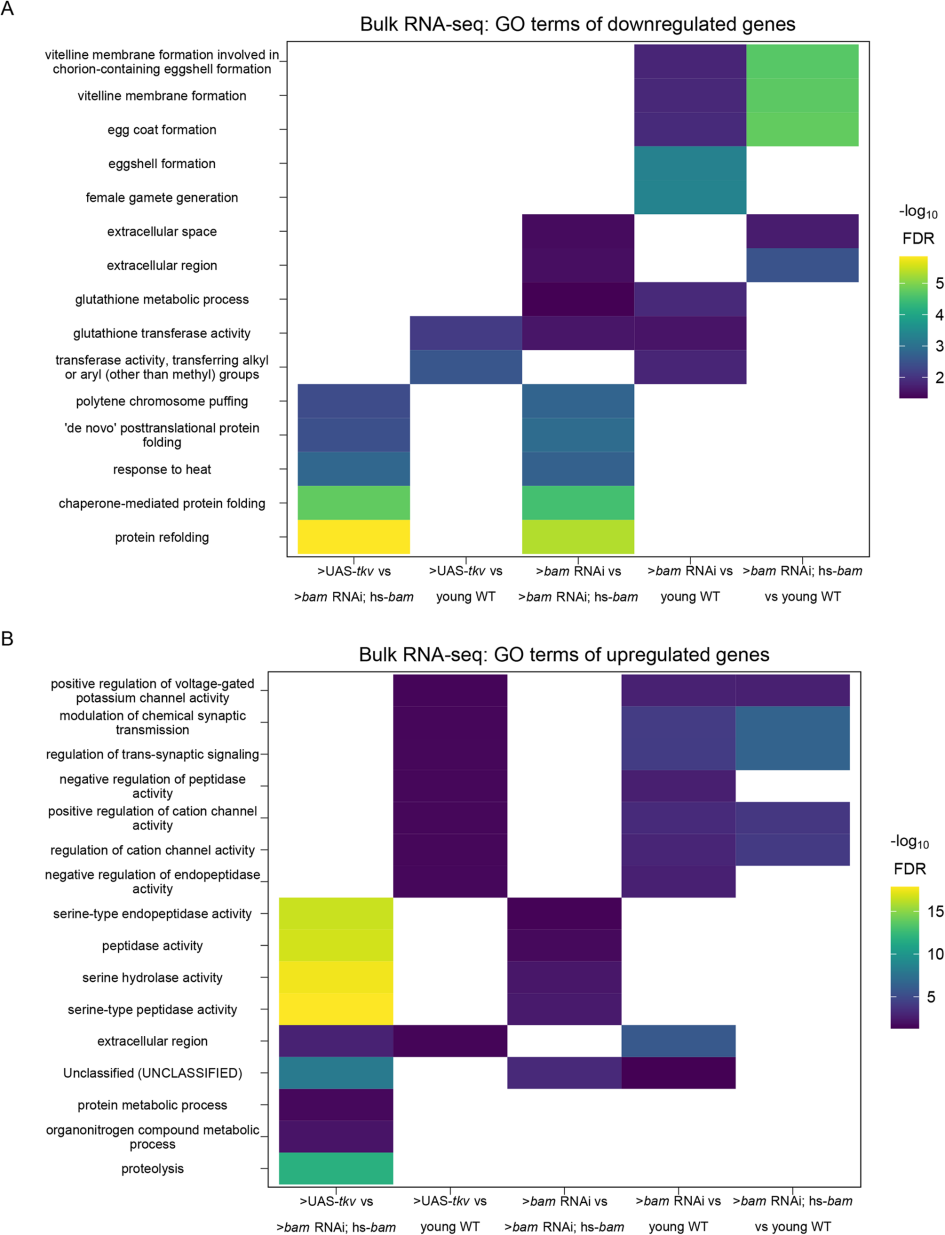
**GO-terms enriched from differentially expressed genes between genetically enriched developmental milestones.** (A,B) Heatmaps of top five significant GO-terms by fold enrichment resulting from each pairwise comparison of significantly (A) downregulated or (B) upregulated genes in the first genotype listed relative to the second genotype listed in the x-axis from bulk RNA-seq of each developmentally enriched stage. Comparisons that did not generate any significant GO-terms are omitted.

Next, to determine if our data could resolve large-scale expression changes that occur during oogenesis we examined the expression of genes in the GO-term meiotic cell cycle. Meiosis is initiated during the cyst stages of differentiation and therefore we would expect genes in the category, in general, to increase in expression in the >*bam* RNAi; hs-*bam* samples (Carpenter, 1979; Tanneti et al., 2011). We were surprised to find no significant change in the mean mRNA expression of genes in this GO-term in any of our enriched stages compared to enriched GSCs, though this does not preclude gene expression changes for individual genes (Fig. S3A). However, this is consistent with the observation that several factors that promote meiosis I are transcribed in the GSCs and the cells that follow (McCarthy et al., 2021). This suggests that, in general, a transition from a mitotic state to a meiotic state is not driven by large changes in mRNA levels of meiotic genes.

As we did not see overall changes to mRNA levels of genes in the GO-term meiotic cell cycle, we next examined the polysome-seq data of those genes to determine if changes in expression might occur at the level of translation. Polysome-seq uses polysome profiling to separate mRNAs that are associated with polysomes which form by mRNA engaged with multiple ribosomes. To quantify the degree to which an mRNA is associated with polysome fractions, we compared the relative abundance of mRNAs from the polysome fractions to their relative expression using corresponding input lysates to calculate a metric referred to as translational efficiency (TE). Indeed, genes in the meiotic cell cycle GO-term had a significant increase in translation efficiency in CBs and a more dramatic increase in cysts despite no significant changes to the overall mRNA level of these genes (Fig. S3A,B). Based on scRNA-seq data, the expression of meiotic cell cycle genes increased slightly but significantly in the 4-CC cluster with a median increase in expression of 1.25-fold (Fig. S3C). This suggests that some genes in the meiotic cell cycle GO-term may be regulated at the mRNA level, but as a group this regulation is modest. This is likely because genes in this GO-term are robustly expressed even in GSCs as the median mRNA level of meiotic cell cycle genes in enriched GSCs is 36.1 TPM, which exceeds the 70th expression percentile among all genes in enriched GSCs.

To validate this finding, we examined *orientation disrupter* (*ord*) because it is a well-characterized gene required for sister chromatid cohesion, and has previously been reported to peak in expression as meiosis begins in *Drosophila* (Bickel et al., 1997; 1996; Khetani and Bickel, 2007). 

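In >*bam* RNAi ovaries, the genotype the paper uses for CB enrichment, *orientation disrupter* (*ord*) mRNA was measured in both libraries. The gene, listed as FBgn0003009, lies on the minus strand of chromosome arm 2R from 23271257 to 23275536 in BDGP6 (dm6) coordinates. It has 3915 bases of exon in 7 blocks and 2 annotated transcripts, and no other annotated gene overlaps its exons. The libraries had 1002 and 1023 counts on *ord*, far above the floor of 3 counts. These correspond to 50.8 and 44.7 TPM, a mean of 47.7 ± 4.29 TPM (SD, n = 2; standard error 3.04). This level was higher than that of 77.1% ± 0.820 (SD, n = 2) of the genes with a length. Among genes with at least 1 count the percentile was 67.2. Enriched GSCs and cysts were not analysed here, so no change between stages was tested.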

Our Oo-site results suggested that *ord* mRNA was expressed before meiosis, both from bulk RNA-seq (Fig. 4A) and scRNA-seq (Fig. S3D) consistent with reports that chromosome pairing initiates before meiotic entry (Christophorou et al., 2013; Joyce et al., 2013). However, polysome-seq data were consistent with the observation that Ord protein expression increases during the cyst stages due to translation (Fig. 4B). This led us to predict that *ord* mRNA would be expressed before meiosis, and that Ord protein expression would increase during the cyst stages as previously observed, implying a change in the translation status of *ord* mRNA. To test this, we performed fluorescent *in situ* hybridization against GFP in a fly expressing Ord-GFP under the control of the *ord* promoter and 5′UTR. We visualized both the GFP protein and the mRNA and observed increased expression of Ord::GFP protein but consistent *ord::GFP* mRNA expression, indicating that Ord is controlled post-transcriptionally, likely at the level of translation based on our polysome-seq data (Fig. 4C–D′). This finding also underscores the utility of Oo-site in exploring post-transcriptional gene expression changes.

**Fig. 4.**
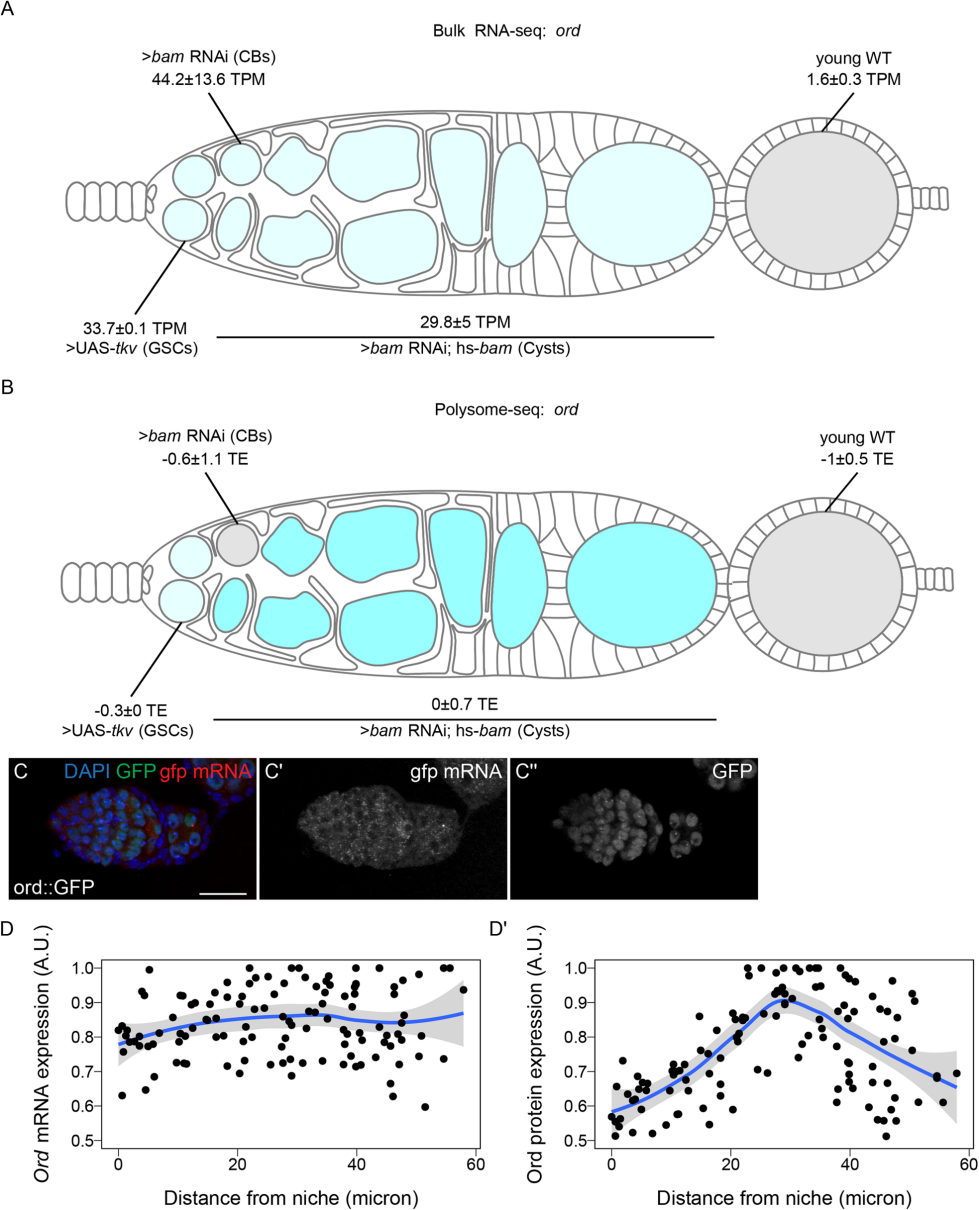
**Ord expression is controlled post-transcriptionally.** (A,B) Visualization of expression of *ord* over germline development from (A) bulk RNA-seq of developmentally enriched stages and (B) polysome-seq of developmentally enriched stages indicates that the mRNA level of *ord* is consistent from GSCs to cysts, until decreasing in early egg chambers, but the translation efficiency of *ord* increases during the cyst stages compared to other stages. Color indicates (A) relative expression or (B) TE and values indicate the (A) mean TPM±standard error or (B) the log_2_ mean TE±standard error. (C–C″) Confocal images of ovaries expressing Ord::GFP with *in situ* hybridization of *gfp* mRNA (red, middle greyscale) and stained for GFP protein (green, right greyscale) and DAPI (blue) demonstrate that the mRNA level of Ord::GFP is consistent throughout the germarium. (D,D′) Quantification of normalized mean intensity of stainings (C–C″). X-axis represents the distance in microns from the niche, Y-axis represents mean intensity normalized to the maximum mean intensity per germarium of *ord* mRNA (D) or Ord protein (D). The line represents fit using a loess regression, shaded area represents the standard error of the fit. (*n*=8 germaria).

To further determine if meiosis is regulated post-transcriptionally, we examined the expression of genes in the GO-term ‘Double-strand break repair’, which is known to occur during meiosis 1 (Hughes et al., 2018; Page and Hawley, 2003). Double-stranded breaks are resolved before egg chamber formation (Hughes et al., 2018; Mehrotra and McKim, 2006; Page and Hawley, 2003). At the level of input mRNA, we found no significant changes in the expression of genes in this category compared to enriched GSCs (Fig. 5A). From scRNA-seq data, the median expression of double-strand break repair genes significantly increases, but the median increase was only 1.05-fold in 4-CCs and 1.06 in 8-CCs compared to the GSC/CB/2CC group (Fig. 5B). This suggests that double-strand break repair gene transcription begins in GSC stages and increases modestly during the cyst stages.

**Fig. 5.**
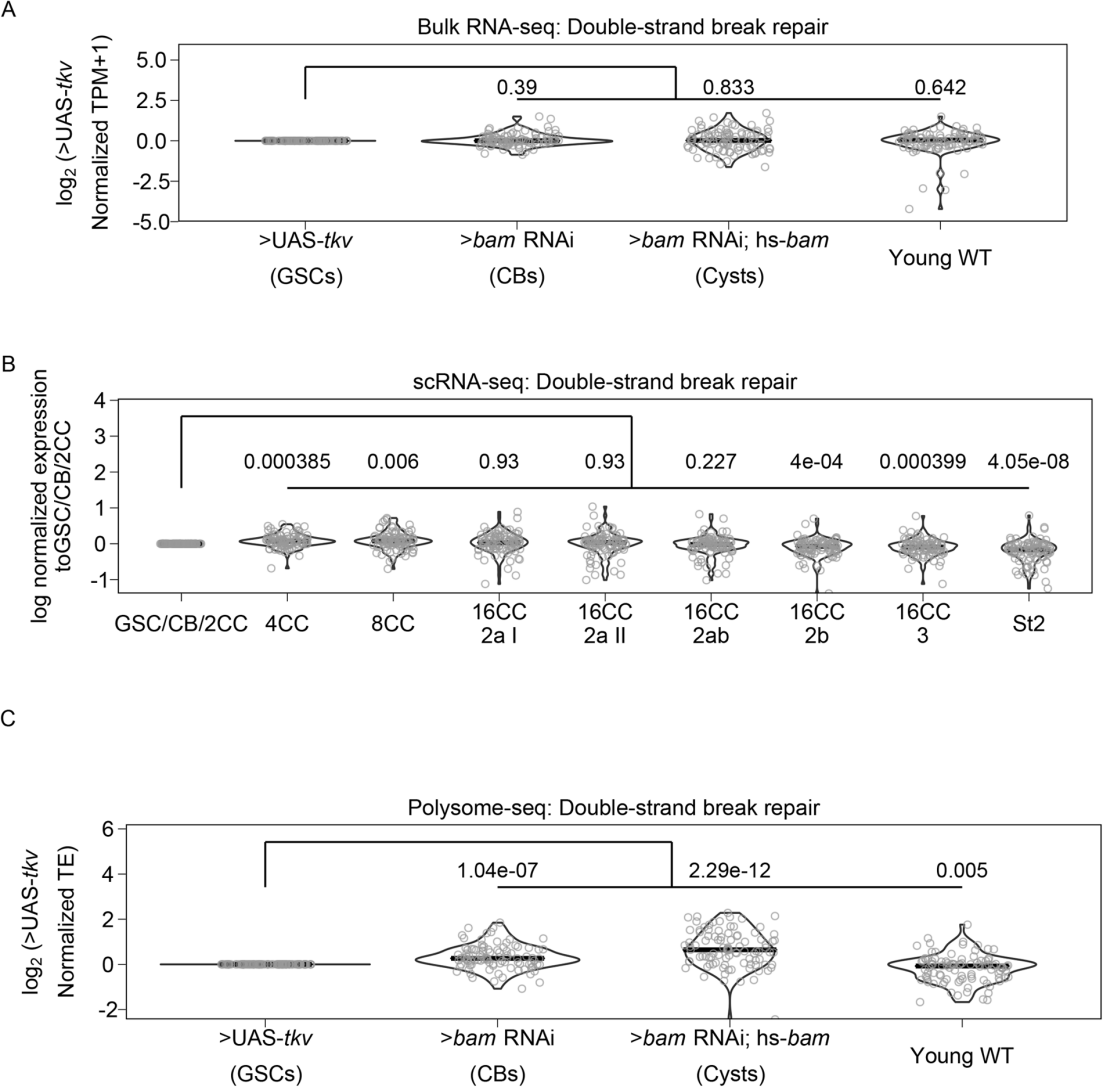
**Genes involved in double-strand break repair may be controlled post-transcriptionally.** (A) Violin plot of expression of genes in the GO category ‘Double-strand break repair’ from bulk RNA-seq. No significant overall change in expression of these genes occurs comparing each genetically enriched developmental stage to GSCs. (B) Violin plot of expression of genes in the GO category ‘Double-strand break repair’ from scRNA-seq. Overall expression of these genes increases in CBs, cysts, and young-WT ovaries compared to the GSC/CB/2CC cluster. Values above plots represent Holm–Bonferroni adjusted *P*-values from a Welch's *t*-test between the indicated genotypes. (C) Violin plot of expression of genes in the GO category ‘Double-strand break repair’ from polysome-seq. Overall expression of these genes increases in CBs, cysts, and young-WT ovaries compared to GSCs. Values above plots represent Holm–Bonferroni adjusted *P*-values from a Welch's *t*-test between the indicated genotypes.

In contrast, we found a significant increase in the median translational efficiency of double-strand break repair genes, with a 1.20-fold increase in the median translational efficiency in enriched CBs and a 1.56-fold increase in enriched cysts compared to enriched GSCs (Fig. 5C). In young-WT the median fold change in translational efficiency decreased slightly but significantly compared to enriched GSCs at 0.95-fold. This is consistent with the observed progression of double-stranded break repair that occurs *in vivo*. This demonstrates that Oo-site can be used to derive insights into biological processes that may be changing during early oogenesis (Mehrotra and McKim, 2006; Page and Hawley, 2003). That key processes related to meiosis and differentiation are controlled post-transcriptionally is consistent with the importance of proteins that regulate translation such as Bam and Rbfox1 in differentiation and meiotic commitment during *Drosophila* oogenesis (Blatt et al., 2020; Carreira-Rosario et al., 2016; Flora et al., 2018; Kim-Ha et al., 1995; Li et al., 2009; Slaidina and Lehmann, 2014; Tastan et al., 2010).

## DISCUSSION

We have developed an application that facilitates analysis of bulk RNA-seq, sc RNA-seq, and polysome-seq data of early *Drosophila* oogenesis that is accessible to non-bioinformaticians. We have demonstrated its utility in representing expression at the mRNA and translation level. Additionally, we have demonstrated that it can be used to visualize the expression of groups of genes over development to facilitate hypothesis development. As with all sequencing data, care should be taken to validate findings from Oo-site as sequencing can be influenced by a myriad of factors.

We have used Oo-site to discover that key meiosis regulators such as proteins of the synaptonemal complex and proteins of the double-strand break machinery are regulated at the level of translation. This adds to our understanding of the mechanisms regulating the mitotic to meiotic transition. In future work, identifying the factors mediating the widespread post-transcriptional regulation of crucial meiotic genes and mechanistically how it drives the mitotic to meiotic transition is of high importance.

High-throughput sequencing has enabled researchers to generate more data than ever before However, the development of analysis tools that are usable without bioinformatics training that enable users to make sense of these data to generate hypotheses and novel discoveries has lagged (Shachak et al., 2007). Oo-site allows for hypothesis generation and discovery using the powerful model system of *Drosophila* oogenesis. We believe Oo-site might also have utility as a teaching and demonstration tool to introduce students to the power of genomics in developmental biology. The open-source nature of this software facilitates future tool development, which will be crucial as more researchers delve into more data-intensive scRNA-seq, where visualization tools are limited and produce plots that may be difficult to interpret for those not versed in bioinformatics. Oo-site can be supplemented in the future to include additional data such as Cut and Run for various chromatin marks, nascent mRNA transcription using transient transcriptome sequencing or similar techniques, or protein levels from mass-spectroscopy to further extend its utility in hypothesis development.

## MATERIALS AND METHODS

The following RNAi stocks were used in this study; *ord-GFP* (Bickel Lab), *Rps19b::GFP* (McCarthy et al., 2021), *UAS-Dcr2,w^1118^;nosGAL4.NGT* (Bloomington #25751), y^1^w; nosGAL4.NGT (Bloomington #58178), *bam* RNAi (Bloomington #58178), *hs-bam*/TM3 (Bloomington #24637),

### Sequencing data

Polysome-seq data were obtained from previous studies conducted by the Rangan lab. Data are available via the following GEO accession numbers: GSCs enrichment: *nosGAL4.NGT* >UAS-*tkv* GSE171349; CB enrichment: *UAS-Dcr2;nosGAL4*>*bam* RNAi GSE171349, GSE166275; cyst enrichment: *UAS-Dcr2;nosGAL4*>*bam* RNAi; hs-*bam* GSE143728, GSE195893; early stage enrichment: young-WT (*UAS-Dcr2;nosGAL4*) GSE119458; single-cell sequencing data were obtained from Slaidina et al. GEO accession: GSE162192.

### Code availability

All code used in the preparation of this manuscript is available on GitHub at https://github.com/elliotmartin92/Developmental-Landscape/tree/master/Paper.

The codebase underlying Oo-site is available on GitHub at https://github.com/elliotmartin92/Developmental-Landscape/tree/master/ShinyExpresionMap.

### Antibodies

Mouse anti-hts 1B1 1:20 (DSHB 1B1), rabbit anti-GFP 1:2000 (Abcam, ab6556), rabbit anti-Vasa 1:4000 (Upadhyay et al., 2016), chicken anti-Vasa 1:4000 (Upadhyay et al., 2016).

### Polysome-seq

Flies ready for heat shock were placed at 37°C for 2 h, moved to room temperature for 4 h, and placed back into 37°C for an additional 2 h. Flies were then left overnight at room temperature and the same heat shocking procedure was repeated for a total of 2 days. Flies were then dissected in 1x PBS. Polysome-seq was performed as previously described (McCarthy et al., 2021).

### Polysome-seq data processing

Reads were mapped to the *Drosophila* genome (dm6.01) using STAR version 2.6.1c. Mapped reads were assigned to features also using STAR. Translation efficiency was calculated as in (Flora et al., 2018) using an R script which is available in the Oo-site Github repo. Briefly, TPMs (transcripts per million) values were calculated. The log_2_ ratio of TPMs between the polysome fraction and total mRNA was calculated as such to prevent zero counts from overly influencing the data and to prevent divide by zero errors: 
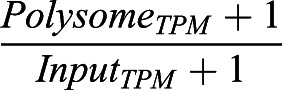
 . This ratio represents TE, TE of each replicate was averaged and standard error about the calculated average for each gene was calculated.

### Differential expression

Differential expression analysis between all bulk RNA-seq samples in a pairwise manner was performed using DEseq2 (Love et al., 2014). Differential expression was considered as Foldchange>|4| fold, FDR<0.05.

Differential expression analysis between all polysome-seq samples in a pairwise manner was performed using DEseq2 (Love et al., 2014) using the model∼type+genotype+genotype:type with LRT (reduced=∼ type+genotype) to test for changes in polysome counts controlling for input counts. Differential expression was considered as (Foldchange>|2| fold, pvalue<0.05).

Differentially expressed genes between all germline clusters from scRNA-seq was determined using the FindAllMarkers function from Seurat (Hao et al., 2021). Cutoff was logfc.threshold=0.75.

Differentially expressed genes between all germarium soma clusters from scRNA-seq was determined using the FindAllMarkers function from Seurat (Hao et al., 2021). Cutoff was logfc.threshold=0.75.

### GO term heatmaps

GO-term enrichment analysis was performed using Panther (release 20210224) using the default settings for an Overrepresentation Test of genes differentially expressed between Input samples. Top 5 GO-terms based on fold enrichment of each category were plotted using ggplot2 (Wickham, 2016).

### Fluorescent *in situ* hybridization

A modified *in situ* hybridization procedure for *Drosophila* ovaries was followed from Sarkar et al. (2021). Probes were designed and generated by LGC Biosearch Technologies using Stellaris^®^ RNA FISH Probe Designer, with specificity to target base pairs of target mRNAs. Ovaries (three pairs per sample) were dissected in RNase free 1X PBS and fixed in 1 ml of 5% formaldehyde for 10 min. The samples were then permeabilized in 1 ml of Permeabilization Solution (PBST+1% Triton X-100) rotating in room temperature (RT) for 1 h. Samples were then washed in wash buffer for 5 min (10% deionized formamide and 10% 20x SSC in RNase-free water). Ovaries were covered and incubated overnight with 1 ul of the probe in hybridization solution (10% dextran sulfate, 1 mg/ml yeast tRNA, 2 mM RNaseOUT, 0.02 mg/ml BSA, 5x SSC, 10% deionized formamide, and RNase-free water) and primary antibody at 30°C. Samples were then washed two times in 1 ml wash buffer with 1 ul of corresponding secondary antibody for 30 min each and mounted in Vectashield (VectaLabs).

### Quantification of stainings

Stainings were quantified using the Fiji Measure tool. Images were aligned and cropped to place the border of the stem cell niche and the anterior-most extent of the germline at x=0. This allowed for intensity measurements to be taken starting at the GSCs and ending at the posterior-most 16CC in region 2b of the germarium. Individual cells were outlined within the germarium, and Measure was used to calculate the Mean intensity of staining within the cell as well as the X coordinate of the centroid of the cell. Values were normalized to 1 by dividing Mean Intensity values by the maximum of the Mean Intensity per germarium. Data were plotted using ggplot2 and a fit line was added using ggplot2 geom_smooth with a ‘loess’ function with default settings. The shaded area around the line represents standard error.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

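Bulk RNA-seq of ovaries was analysed from 4 libraries, 2 of *UAS-Dcr2;nosGAL4*>*bam* RNAi and 2 of the same genotype with *aramis* RNAi added. Genotype and replicate number were taken from the sample labels. Replicate numbers are shared between the genotypes in the labels, and nothing further is stated on whether they pair the samples. The paper uses the first genotype for CB enrichment and does not report on the second. The authors deposited whole-number read counts per gene, not normalized, for 17023 genes in each library. The paper maps reads to dm6.01 with STAR, and the strand setting, annotation release and treatment of multiply mapped reads behind these counts are not named in its text. Total counts were 12074934 and 13348602 for >*bam* RNAi and 11882367 and 12434452 for >*bam* RNAi; *aramis* RNAi. A floor of 3 counts corresponds to between 0.225 and 0.252 CPM (counts scaled to the library total), and covers counting error only.

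Gene symbols, positions and exon lengths were taken from Ensembl release 115 on BDGP6, which has dm6 coordinates. Of the 17023 identifiers, 16647 matched and 376 did not. The unmatched genes carried between 6.14% and 6.32% of the counts, and were kept in the count tests and left out of TPM. TPM was calculated with the length of the union of exons. A gene's percentile is the share of the 16647 genes with a lower TPM. *aramis* is listed under its current symbol, *ais*. Of the hand-listed marker symbols, 3 (*vas*, *solo* and *vilya*) did not match an identifier and were not analysed here.

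Differential expression of >*bam* RNAi; *aramis* RNAi against >*bam* RNAi was tested with edgeR 4.0.16 in R 4.3.3, using TMM normalization, its default filter on low counts (minimum count 10), quasi-likelihood tests without a replicate block and Benjamini-Hochberg adjustment. This left 9115 genes. The paper's thresholds for bulk RNA-seq were used, an adjusted p under 0.05 and a change of over 4-fold. Standard errors of log2 fold changes are those implied by the quasi-likelihood F statistic. Gene sets, 8 in all, were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01. The same functions were tested on simulated data, in which 89.4% of 198 changed genes among 8961 were recovered with 4 false calls. There, few genes changed, with rises and falls drawn in equal number and no shift in germline share. In the data 4590 of 9115 genes had an adjusted p under 0.05, so the simulation checks the functions and not these calls. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.

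The genes named are *aramis*, *bam*, the germline genes the paper names, *RpS19a*, and the 4 largest rises and 4 largest falls among genes past both thresholds whose libraries do not overlap between genotypes. Members of the gene sets are named where their set is reported. Alternatives were DESeq2 1.42.0, RLE normalization, no filter on low counts (genes with at least 1 count), the replicate number as a block, leaving out the 20 most abundant genes, leaving out each library, an estimated inter-gene correlation, the longest transcript in place of the exon union, leaving out ribosomal RNA and mitochondrial genes, a threshold of 5 TPM, ranking by CPM and ranking genes with at least 1 count. Scaling on germline markers was added after the data were seen. GC content was not tested, since no genome sequence was used here, and the polysome-seq, scRNA-seq, GSC, cyst and young-WT samples were not analysed here.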

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

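The tests in this part were set before their results were seen, except the scaling on germline markers, which was chosen after these markers were seen to fall. The genes set against a changed germline share below were also picked after their values were seen. The paper does not report on >*bam* RNAi; *aramis* RNAi ovaries, and their expression differed widely from that of >*bam* RNAi. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4590 of 9115 genes had an adjusted p under 0.05, of which 2312 were higher and 2278 lower in >*bam* RNAi; *aramis* RNAi. Of these, 306 also changed over 4-fold, 81 higher and 225 lower. The targeted gene *aramis* (*ais*) was lower in both of its RNAi libraries, with 149 and 161 counts against 454 and 507, a log2 fold change of -1.37 (standard error 0.113, adjusted p = 3.3e-04). A knockdown cannot be read from this value alone, because the median log2 fold change of the germline markers was lower, at -1.86, with 12 of 13 markers lower in >*bam* RNAi; *aramis* RNAi (camera, adjusted p = 1.6e-24). The markers did not move alike. They ranged from -2.59 for *rhi* (standard error 0.177) to 0.47 for *tud* (standard error 0.115, edgeR adjusted p = 0.0142). Of these markers *nanos*, at -1.26, and *del*, at -0.63, fell less than *ais*. In contrast, *ais* was lower than each of 11 listed nucleolar ribosome biogenesis genes, which ran from -1.11 for *Fib* to 0.35 for *Non1*. Expression of *ais* in somatic cells was not tested, so neither comparison settles the knockdown.

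The germline markers fell while 12 of 15 somatic markers rose, with a median of 0.53 (camera, adjusted p = 0.0411). The difference between the set medians was -2.40. With the inter-gene correlation estimated for each set, camera gave adjusted p-values of 0.0652 for germline and 0.583 for somatic markers, both above 0.05. The somatic markers did not move alike either, from -1.90 for *upd1* and -1.08 for *tj* to 1.14 for *zfh1*. Opposite shifts of the marker sets are consistent with a smaller share of germline RNA in the >*bam* RNAi; *aramis* RNAi ovaries. When the libraries were scaled to equal germline markers, 8386 genes had an adjusted p under 0.05, 8278 higher and 108 lower, and the median of all tested genes shifted by 1.65. Under that scaling *ais* was at 0.28 (edgeR adjusted p = 0.0585), *ord* at 0.11 (adjusted p = 0.361) and *RpS19b* at 0.15 (adjusted p = 0.301), against log2 fold changes of -1.37 for *ais* and -1.54 for *ord* under TMM normalization. *RpS19b* had 662 and 875 counts in >*bam* RNAi and 239 and 212 with *aramis* RNAi. By their values these 3 genes fell less than the germline markers under either reference, and the size of the gap depends on the reference. Against the mean of the markers the gap was not detectable. Scaling on germline markers uses the mean of the markers, which *tud* and *del* raise. Under TMM normalization, *ais*, *ord* and *RpS19b* fell less than the marker median of -1.86. The meiotic genes *cona* and *c(2)M* stayed lower under that scaling, at -1.23 (edgeR adjusted p = 2.4e-05) and -0.81 (adjusted p = 0.0118). The p-values under that scaling take it as known and leave out the spread of the markers. Under TMM normalization *c(2)M*, at -2.46, lay within the range of the markers, above *rhi* at -2.59. *cona*, at -2.88, lay below that range. *c(2)M* is therefore not shown to depart from the germline markers. A single change in germline share would move mRNAs found only in the germline alike. Expression of some markers in somatic cells, which was not tested, could also spread their values, so the range of the markers does not settle how much of the difference a changed share accounts for.

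Other technical explanations were weighed. Total counts of the genotypes overlapped, with a ratio of means of 1.05. Without the 20 most abundant genes, 4597 genes had an adjusted p under 0.05. The 20 most abundant genes of each library held between 9.77% and 12.4% of its counts. TMM normalization already adjusts for totals and limits the weight of such genes. Neither of these checks could therefore have moved the result much. Spearman's rho across genes between the log2 fold change and exon length was 0.129, under the limit of 0.2 set for a length bias. *bam* itself had a log2 fold change of -0.61 (standard error 0.416, adjusted p = 0.262) from 35 and 25 counts against 16 and 17, so no change in *bam* was detectable. Germline scaling, which gives 1.03 for *bam*, shifts most genes by about the same amount and does not test the knockdown, so a weaker *bam* knockdown with the second RNAi construct remains open. GC content and differences in genetic background were not tested. The shift common to most germline markers cannot be told apart from a changed share of germline and somatic cells. For the genes that depart from it, changes within cells were not separated from changes in the mixture of cell types.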

How the results depend on the processing

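The alternatives were set before the data were examined, except the scaling on germline markers, which was chosen after seeing the data. The number of genes with an adjusted p under 0.05 was 4590, and between 3799 (DESeq2) and 4597 (without the 20 most abundant genes) under the alternatives set before. DESeq2 called 3718 of the same genes in the same direction. The number also changed over 4-fold was 306, and between 273 (DESeq2) and 320 (no filter on low counts), with 253 genes shared between DESeq2 and edgeR. With the replicate number as a block, 4430 genes had an adjusted p under 0.05, of which 4312 were shared, and 294 also changed over 4-fold, of which 290 were shared. Across genes, the deviations of same-numbered libraries from their group means had a correlation of 0.03, so the numbers do not pair the samples detectably. Gene set tests with the block gave an adjusted p of 9.4e-24 for germline markers, 6.4e-08 for nucleolar genes, 1.4e-07 for meiotic genes, 0.00480 for heat-shock genes, 0.0219 for eggshell genes, 0.0286 for somatic markers, 0.114 for p53 targets and 0.169 for ribosomal protein genes.

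Scaling on germline markers gave 8386 genes with an adjusted p under 0.05 and 2746 also changed over 4-fold, with 8278 of the 8386 higher and 108 lower, against 2312 and 2278 under TMM normalization. This scaling shifts the median log2 fold change by 1.65, and less for genes with counts of 0 in a genotype, so falls smaller than the shift change sign by construction. That was so for 10 named genes: 1.03 for *bam*, 0.39 for *nanos*, 0.11 for *ord*, 0.28 for *ais*, 0.15 for *RpS19b*, 0.68 for *c(3)G*, 0.57 for *tj*, 1.23 for *mei-W68*, 0.45 for *Dcr-2* and 1.02 for *del*. For *bam*, *ord*, *ais* and *RpS19b* the edgeR adjusted p under this scaling was 0.0517, 0.361, 0.0585 and 0.301, above 0.05. Of the other named genes, 19 kept their direction and call, and 3 (*tkv*, *hts* and *RpS19a*) kept their direction and passed the threshold. Under the other 5 alternatives with a test, all 160 values of the 32 named genes kept their direction and side of the threshold. Leaving out each library in turn gives 1 library in a group and so no call. With 2 libraries per genotype, leaving out a library moves a value by an amount that the replicate spread nearly fixes in advance, so these fits show no stability. The sign changed for *tkv*, to -0.04 in 1 fit, and for *RpS19a*, to -0.0044 and -0.013 in 2 fits, both genes without a detectable change. Among eggshell genes, *dec* ran from -4.92 to -2.21, *Vm34Ca* from -8.30 to -4.14 and *Vm32E* from -10.7 to -5.78 across these fits.

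Gene set tests depended on the inter-gene correlation. Estimated for each set, it gave adjusted p-values of 0.0652 for germline markers, 0.0981 for nucleolar genes, 0.120 for meiotic genes and 0.583 for eggshell genes, heat-shock genes and somatic markers, all above 0.05. Heat-shock genes were also above it without the filter on low counts, at 0.0790. The cause was not tested.

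In >*bam* RNAi ovaries, TPM of *RpS19b* and *ord* and the median of the meiotic genes moved by less than the replicate SD with the longest transcript as length. Leaving out ribosomal RNA and mitochondrial genes could not move them, since these 135 genes had 1 count in all. Percentiles moved with the genes ranked: *RpS19b* from 95.6 to 93.7 and *ord* from 77.1 to 67.2 among genes with at least 1 count, and to 80.4 and 84.1 with CPM. The percentile of the meiotic median moved from 62.5 to 46.2 among genes with at least 1 count. The cause was not tested beyond the change of ranking. With each replicate left out, TPM of *RpS19b* ran from 197 to 225 and of *ord* from 44.7 to 50.8, and the number of somatic markers at 1 TPM from 13 to 15. The depth leaves genes of few counts imprecise: *bam*, with 35 and 25 counts, had a standard error of 0.416 on the log2 scale.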

Differences from the paper's values

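*RpS19b* was at 210.9 ± 19.5 TPM (SD, n = 2) in the >*bam* RNAi libraries, against the paper's value of about 510 with a standard error of about 93 for the CB enrichment in Fig. 2A, read by eye. None of the alternatives set before the data were examined closed the gap, and of these only the longest transcript as length, with 200.5 TPM, changed how TPM was calculated. Leaving out ribosomal RNA and mitochondrial genes, which had 1 count in all, could not move the value of 210.9 TPM, and leaving out either replicate gives the value of the other, 197 or 225 TPM. No such gap was seen for *ord*, which was at 47.7 ± 4.29 TPM (SD, n = 2) in the same libraries. The paper's value for the CB enrichment in its bulk RNA-seq figure of *ord*, read by eye, is about 44 with a standard error of about 14. The paper's text does not state whether these libraries are among those behind Fig. 2A.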

Other observations

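In this part, the test on egg chambers was chosen after the vitelline membrane values were seen, as were the genes *Dcr-2*, *dec*, *zfh1*, *rpr*, *tud*, *cona* and *c(2)M*. For enriched GSCs, the paper states that the median level of its meiotic cell cycle GO-term exceeds the 70th percentile of all genes. In >*bam* RNAi ovaries, a hand-written list of 22 meiotic genes, not the paper's GO-term, had a median of 17.5 ± 1.80 TPM (SD, n = 2), at percentile 62.5. The 70th percentile of all genes was 32.8 TPM in replicate 1 and 30.9 TPM in replicate 2. Of the 22 genes, 21 had at least 1 TPM, from *mei-217*, with 0 TPM in both libraries, to *cona* with 216 TPM.

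Vitelline membrane genes were high and uneven between the replicates in >*bam* RNAi ovaries. The mean of *Vm26Aa*, *Vm26Ab* and *Vm34Ca* was 4869 TPM in replicate 1 and 16715 TPM in replicate 2, a ratio of 3.43, and 726 and 76.0 TPM in the >*bam* RNAi; *aramis* RNAi libraries. Together these genes took 0.377% and 1.35% of the counts in >*bam* RNAi. *Vm34Ca* had a log2 fold change of -5.50 (standard error 1.21, edgeR adjusted p = 0.00967) and *dec* one of -4.12 (standard error 0.860, edgeR adjusted p = 0.00771). A candidate source is a few egg chambers among the dissected ovaries. *osk*, an mRNA of growing egg chambers, rose 2.04-fold in CPM between the replicates, from 20 to 45 counts. Its level was low, at 1.38 and 2.68 TPM, far below the mean of the vitelline membrane genes. With 2 libraries and few *osk* counts, the rise does not settle the source. Whether the low level speaks against egg chambers was not tested. The late chorion genes *Cp15*, *Cp16*, *Cp18* and *Cp19* had 29 and 54 counts together in >*bam* RNAi. They had 40 and 28 in the >*bam* RNAi; *aramis* RNAi libraries.

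Between >*bam* RNAi; *aramis* RNAi and >*bam* RNAi, 21 of 21 tested meiotic genes were lower, 11 of them with an edgeR adjusted p under 0.05. Their log2 fold changes ran from -2.88 to -0.04 (camera, adjusted p = 1.6e-07). Of 11 nucleolar ribosome biogenesis genes 10 were lower, with a median log2 fold change of -1.03 (camera, adjusted p = 9.5e-09). With the inter-gene correlation estimated, camera gave adjusted p-values of 0.120 for the meiotic and 0.0981 for the nucleolar set, both above 0.05. Under germline scaling, chosen after seeing the data, the medians of these sets were 0.65 and 0.62, below the shift of 1.65 for all genes. *c(2)M* and *cona* had log2 fold changes of -2.46 and -2.88, and of -0.81 (edgeR adjusted p = 0.0118) and -1.23 (edgeR adjusted p = 2.4e-05) under germline scaling. Those p-values leave out the spread of the germline markers, of which *rhi*, at -2.59 under TMM normalization, was lower than *c(2)M*. Cytosolic ribosomal protein genes had a median of -0.03 (adjusted p = 0.151), and 1.62 under germline scaling. Eggshell genes had a median of -3.09 (adjusted p = 0.0305), which was -1.80 with DESeq2 or without the filter on low counts and -1.44 under germline scaling. Heat-shock genes had a median of -0.65 (adjusted p = 0.0411), which was -0.08 with DESeq2, -0.09 without the filter and 1.00 under germline scaling. With the inter-gene correlation estimated, camera gave an adjusted p of 0.583 for eggshell genes and for heat-shock genes. The p53 target genes had a median of 0.97 (adjusted p = 0.119), and 2.61 under germline scaling. Among these, *rpr* had a log2 fold change of 1.76 (standard error 0.269, edgeR adjusted p = 0.00225) and *egr* one of 0.99 (edgeR adjusted p = 6.9e-04). The members *skl*, *hid* and *Corp*, at 0.97, 0.10 and -0.07, had an edgeR adjusted p above 0.05. No biological explanation was tested for these sets.

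By edgeR's log2 fold change, the 4 rises named were in *Cpr11A*, with 0 and 5 counts in >*bam* RNAi and 357 and 270 with *aramis* RNAi (log2 fold change 7.16), *Syt4* (5.87), *CG31406* (at least 7.56-fold higher) and *Dscam4* (5.11). The 4 falls named by the same rule were in *Or71a* (at least 11.3-fold lower), *Vm32E* (log2 fold change -7.89), *CG31268* (at least 5.82-fold lower) and *CG14309* (at least 30.1-fold lower). The genes given as lower bounds had at most 3 counts in each library of one genotype, so their rank is not established. The bound for *CG14309* rests mostly on replicate 2, since it had 24 and 200 counts in the >*bam* RNAi libraries. *Dcr-2*, the gene of the *UAS-Dcr2* construct in both genotypes, was at 555 ± 63.6 TPM (SD, n = 2) in >*bam* RNAi ovaries and fell by 1.20 on the log2 scale (standard error 0.131, edgeR adjusted p = 6.8e-04). It was at 0.45 under germline scaling. Of the other genes the paper names, *nanos* fell by 1.26, *Rbfox1* rose by 0.32 (edgeR adjusted p = 0.00870), and *hts* and *tkv* did not pass the threshold, at 0.19 and 0.06. *RpS19a*, the paralog of *RpS19b*, was at 0.06 and did not pass it either.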
